A study of Mus musculus with 451 samples. Its data were reported in "Single cell analysis reveals inhibition of angiogenesis attenuates the progression of heterotopic ossification in Mkx−/− mice" (2022).

How the data were processed

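Single cells were isolated from the tail tendons of 4-week-old wild-type (WT) mice and of mice lacking Mohawk homeobox (Mkx-/-), captured in the wells of a Fluidigm C1 high-throughput chip and sequenced one by one. Mkx encodes a transcription factor of the tendon lineage. Each sample of the series was 1 cell, and its genotype was taken from the submitters' label. The labels named neither the animal nor the chip of a cell, so all cells of a genotype were treated as 1 sample and the series held 1 sample for each of 2 genotypes. No test between genotypes was therefore made, and no difference between genotypes has a replicate check.

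The authors deposited raw read counts per gene and cell. According to their methods, low-quality reads were removed with AfterQC, 3′ ends were trimmed, the remaining reads were placed on the mm9 genome with bowtie2, and reads per gene were counted with featureCounts. How reads with several equally good positions were handled is not stated. bowtie2 does not split a read over an intron, which can move reads from a spliced gene to an unspliced copy of it elsewhere in the genome. The counts are of reads and not of unique molecules, so the exact intervals given for the values cover counting error only. The strand used in counting is not stated either, so overlapping genes on opposite strands cannot be separated. The table held 48795 gene symbols, of which 25841 had at least 1 read. All 37 symbols of mitochondrial genes stood at 0 reads, and no symbol of a spike-in was listed. No symbol was blank and 0 columns were left unused.

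The cells had been filtered before they reached the table, since the fewest genes detected in a cell were 1801 in WT and 1815 in Mkx-/- cells. No further cell was removed for the main values. The submitters state that wells without a cell or with several cells were left out, and no doublet caller was run. No pair of cells had the same or nearly the same counts. Positions are given on NCBIM37 (mm9) from the GENCODE M1 annotation, in which 28993 of the 48795 symbols were found. The symbols in the table include later names than that annotation, so positions are given only for symbols it holds.

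Counts were summed over all cells of a genotype, or over its cells in a cluster, and divided by the summed reads over all genes to give counts scaled to a common library size (CPM). A change is the log2 ratio of the CPM in Mkx-/- to that in WT cells. Sums have exact Poisson intervals, ratios have exact conditional binomial intervals and shares of cells have exact Clopper-Pearson intervals, all at 95%. A difference between shares has a Newcombe interval. A sum of 0 was set to 3 reads for a ratio, which is then a bound. No ratio was formed where both sums were at or below 3 reads. For a list of genes the median log2 ratio was ranked among 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression. That percentile describes these libraries and is not a test. The interval of a median comes from Poisson resampling of the counts of its members.

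Cells were clustered after the study's methods with Seurat 5.3.0 (R 4.3.3), but with 2 departures. Canonical correlation anchors replaced the subspace alignment of the older release, and all 451 cells were kept, whereas the study left out cells poorly described by the shared structure. The union of the 1000 most variable genes of each genotype, 1691 genes, was aligned, and 4 dimensions were clustered on a nearest-neighbour graph at resolution 0.4. Clusters were named from markers of tendon progenitor cells (TPCs; Cd44, Thy1, Ly6a, Fstl1, Tppp3), tenoblasts (Itm2a, Lgals3) and tenocytes (TCs; Col11a2, Col1a1, Col1a2, Sparc, Tnmd, Fmod). A cluster that rested on fewer than 3 detected markers stayed unnamed. These names were rebuilt here, so the clusters need not hold the same cells as those of the study. Cells of each genotype were ordered with scanpy 1.11.5 by diffusion pseudotime on the 1000 most variable genes without Spp1, Ogn, Mgp and Comp, starting from the cell with the highest TPC markers.

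The gene lists were osteochondrogenic (Spp1, Ogn, Mgp, Comp), angiogenic (Hif1a, Thbs1, Vegfa, Flt1), the genes that the study named from its bulk tendon libraries (Ctgf, Mmp2, Pecam1, Runx1, Spp1, Sox9, Runx2, Postn), and the Gene Ontology lists osteoblast development, ossification and bone mineralization. Of 18, 407 and 124 symbols in these Gene Ontology lists, 18, 403 and 124 were found, and 9, 261 and 81 had at least 100 reads over both genotypes. The study examined the osteochondrogenic and angiogenic genes in these same cells and does not state how it chose them, so their values are not taken as independent evidence. In addition, 5 genes with the highest and 5 with the lowest ratio were named among genes with at least 100 reads, a read in at least 20% of the cells of the genotype with the higher level, and one sign of change in the summed counts, in the mean of per-cell CPM and in every cluster with at least 20 cells of each genotype. Lists of markers of other cell types were used to look for cells outside the tendon lineage. The result of 1 of these lists is not reported here.

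Shares of cells with a read were recomputed after every cell had been thinned to 28000 reads, the 10th percentile of the totals rounded down, which left out 23 WT and 18 Mkx-/- cells. The alternatives were the mean of per-cell CPM, TMM factors (edgeR 4.0.16) and DESeq2 1.42.0 size factors on the 2 sums, thinning, sums without the cell with most reads of each gene, library sizes without ribosomal protein genes, a pseudocount of 1 CPM with no read minimum, equal weights per cluster, other clusterings and other orderings. An alternative of at least 1000 genes per cell removed no cell and is void. Alternatives of at least 2500 genes per cell, under 5000 genes per cell, library sizes without Col1a2, Col1a1 and Sparc, Pecam1 and Flt1 without the deepest WT well, and single genes under most settings and each clustering were added after the data had been seen.

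The ratios were tested on simulated counts with 200 changed genes among 10963. All 100% of the changed genes came out with the right sign, the median signed error was 0.00401 on the log2 scale, and 97.5% lay inside their interval. All cells of a genotype were drawn from the same profile with counting noise only. This checks the calculation and not how the intervals hold for real cells. Simulated cells of 3 known profiles over 17875 genes were returned as 3 clusters with an adjusted Rand index of 1. Those profiles were the summed counts of the 3 clusters found here, with counting noise only and no difference between genotypes. Recovery was therefore easy and does not show that the real clusters are distinct. Sequence similarity was searched with BLAST 2.17.0. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.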

Results

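Tail tendon cells of 4-week-old mice were profiled to ask what changes in single tendon cells when Mkx is lost, in a mouse whose tendons form ectopic bone. The series held 451 cells, 227 from WT and 224 from Mkx-/- tendons. The WT cells held 13630536 reads in all, with a median of 51788 per cell (range 13076 to 335813) and a median of 2892 detected genes. The Mkx-/- cells held 14145394 reads, with a median of 56121 per cell (range 14226 to 294791) and a median of 3106.5 genes. Since each genotype was 1 sample, the values below are set side by side with intervals that cover counting error only. A small number of collagen and matrix genes took a large part of the reads. Col1a2, Col1a1 and Sparc together held 15.9% of the reads in WT and 12.4% in Mkx-/- cells. Over the 10963 genes with at least 100 reads the median log2 ratio of Mkx-/- to WT was 0.05, and the SD over genes was 0.81.

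The targeted gene was examined first. Mkx lies on chromosome 18 at 6934964 to 7004777 on the minus strand. It had 461 reads in WT cells, a level of 33.8 CPM (30.8 to 37.1), and a level of 15.5 CPM (13.5 to 17.7) in Mkx-/- cells. The log2 ratio was -1.13 (-1.37 to -0.89). A Mkx read was found in 22.9% of WT cells (17.6 to 28.9) and in 12.9% of Mkx-/- cells (8.84 to 18.1). After thinning every cell to 28000 reads the shares were 22.5% and 11.7%. Thinning also moved the ratio most, to -1.46. The direction followed the labels, but the cells labelled Mkx-/- still held Mkx reads. Those reads lay mostly in 1 cluster of cells, the tenocyte-like cells described next, at 70.8 CPM in WT and 30 CPM in Mkx-/- cells.

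To ask whether the makeup of the tendon differed between genotypes, cells of both were aligned and clustered together, which gave 3 clusters. The TPC-like cluster carried the progenitor markers Cd44, Thy1, Ly6a, Fstl1 and Tppp3 and was led by Cd55, Scara5 and Emilin2. The TC-like cluster carried all 6 tenocyte markers and was led by Col11a1, Kera and Fmod. Col2a1, a cartilage gene, was also among its 10 leading genes. Cluster 3 was led by Serpine2, Itm2a and Myoc. Only 2 tenoblast markers had been fixed, so it was left without a name. Median depth differed between clusters, at 43978, 37566 and 82854 reads per WT cell in the TPC-like cluster, cluster 3 and the TC-like cluster, against 48779, 41631 and 72866 in Mkx-/- cells.

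The TPC-like cluster held 45.8% of the WT cells (39.2 to 52.5) and 43.3% of the Mkx-/- cells (36.7 to 50.1), a difference of -2.51 percentage points (-11.6 to 6.62). Cluster 3 held 49 WT cells (21.6%) and 46 Mkx-/- cells (20.5%), a difference of -1.05 points (-8.56 to 6.49). The TC-like cluster held 74 WT cells (32.6%) and 81 Mkx-/- cells (36.2%), a difference of 3.56 points (-5.18 to 12.2). None of the 3 differences was detectable with this number of cells. Because genes that differ between genotypes can steer a clustering, the cells were also clustered without 1474 genes, those that differed over 2-fold and the listed ones. The shares were then 47.1% of WT and 41.96% of Mkx-/- cells in the TPC-like cluster, 20.7% and 23.2% in cluster 3, and 32.2% and 34.8% in the TC-like cluster. Clustering in 10 dimensions moved the TPC-like difference most, to 1.98 points, and under every clustering tried the 3 differences stayed within the intervals above.

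The next question was whether osteochondrogenic genes were higher in Mkx-/- cells, and in which cluster. All 4 genes of the list were higher. Spp1, on chromosome 5 at 104864137 to 104870069, rose from 32.8 CPM (29.8 to 35.98) in WT to 96.3 CPM (91.2 to 101.5) in Mkx-/- cells, a log2 ratio of 1.55 (1.40 to 1.71). Ogn, on chromosome 13 at 49703440 to 49719869, rose from 156.5 to 524 CPM, a log2 ratio of 1.74 (1.67 to 1.81). Mgp, on chromosome 6 at 136820957 to 136824326, rose from 1548 to 2662 CPM, a log2 ratio of 0.78 (0.76 to 0.81). Comp, on chromosome 8 at 72897447 to 72905964, rose from 85.2 to 234 CPM, a log2 ratio of 1.46 (1.36 to 1.56). The median of the list was 1.51 (1.42 to 1.59), above all matched random lists (percentile 100). The alternative that moved the median most kept only cells with under 5000 detected genes and gave 1.23. The share of cells with a Spp1 read was 11.5% in WT and 36.2% in Mkx-/- cells, and 10.3% and 31.1% at 28000 reads per cell.

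Within clusters the median log2 ratio of the same 4 genes was 1.54 (1.29 to 1.83) in TPC-like cells, 0.92 (0.79 to 1.05) in cluster 3 and 1.61 (1.52 to 1.70) in TC-like cells. The levels in TPC-like cells were low. Spp1 had 3 reads there in WT and 31 in Mkx-/- cells, 0.586 and 6.18 CPM, and Comp was at 8.59 and 22.7 CPM. In cluster 3 Spp1 had 1 read in WT and 87 in Mkx-/- cells. Mgp fell in cluster 3, with a log2 ratio of -0.14 (-0.20 to -0.08), but rose there to 0.38 over WT when the cells were clustered without the differing and listed genes. Under that clustering the Comp ratio in TPC-like cells was -0.088, against 1.40 in the clusters used here, so the rise of Comp in TPC-like cells rested on where the clusters were drawn. Spp1, Ogn and Mgp rose in TPC-like and TC-like cells under every clustering tried. None of the differences between clusters was tested.

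**Figure D1:**
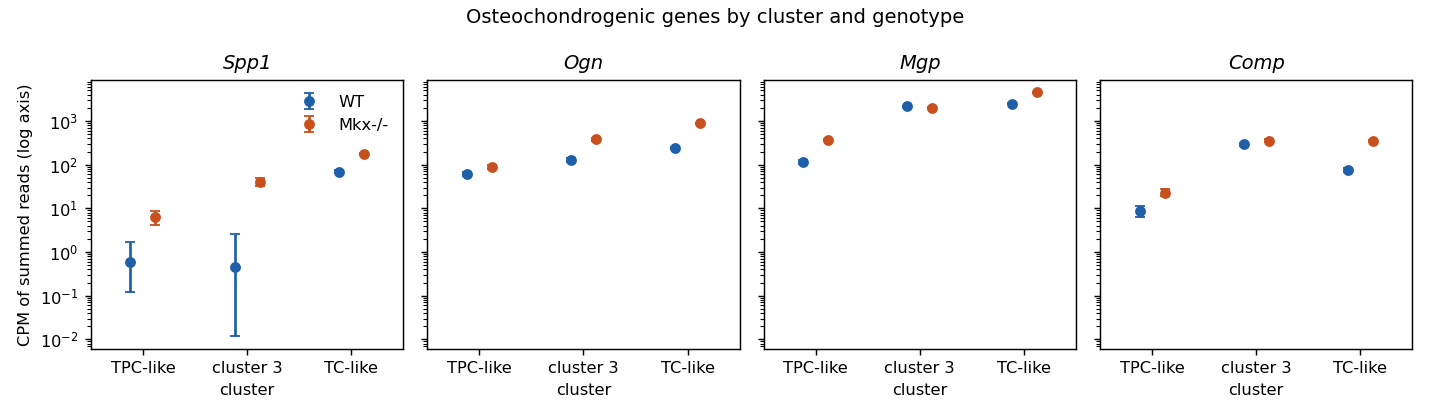
CPM of the summed reads (log axis) of Spp1, Ogn, Mgp and Comp in the cells of each cluster, with points for WT (blue) and Mkx-/- cells (orange) and bars for exact 95% Poisson intervals. Mkx-/- lies above WT in every pair except Mgp in cluster 3, and Spp1 in WT TPC-like and cluster 3 cells rests on 3 and 1 reads.

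Wider lists of bone-related genes moved less. The 9 osteoblast development genes with enough reads had a median log2 ratio of 0.38 (0.16 to 0.70), at percentile 95.9 of matched lists, with 6 genes higher and 3 lower. The 261 ossification genes had a median of 0.12 (0.09 to 0.16) at percentile 98.2, and the 81 bone mineralization genes a median of 0.18 (0.10 to 0.24) at percentile 98.1. Keeping only cells with under 5000 genes moved the first median most, to 0.76. Keeping every gene of a list, with a pseudocount of 1 CPM, gave 0.11, 0 and 0 for the 3 lists and moved the others most. In TPC-like cells the medians of the 3 lists were 0.60, 0.11 and 0.19, at percentiles 97.6, 99.9 and 99.9. In TC-like cells they were 0.79, 0.22 and 0.17, at percentiles 95.3, 72.4 and 51.5, and in cluster 3 they were -0.51, 0.025 and -0.0035, at percentiles 8.82, 78.6 and 51.3. The per-cell module score of osteoblast development was higher by 0.0576 in Mkx-/- than in WT TPC-like cells. Its SDs over those cells were 0.0998 in Mkx-/- and 0.0865 in WT. The score differed by 0.0121 in cluster 3, where the median log2 ratio was -0.51, and by -0.00163 in TC-like cells. The ossification score differed by 0.0143, 0.0115 and 0.0143 in TPC-like, cluster 3 and TC-like cells. That of bone mineralization differed by 0.0143, 0.0115 and 0.0108, so both scores were higher in every cluster. Over all cells the score differences were 0.0266, 0.0149 and 0.0147 for the 3 lists, with SDs over WT cells of 0.0866, 0.0346 and 0.0553.

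The study asked when along tendon differentiation these genes rise. Cells of each genotype were ordered from TPC-like to TC-like cells and parted into 3 groups of nearly equal size. The first part was 96.1% TPC-like in WT and 92% in Mkx-/- cells, and the last part was 98.7% and 100% TC-like. The median log2 ratio of the 4 genes was 0.80 (0.45 to 1.15) in the first, 0.76 (0.66 to 0.87) in the middle and 1.57 (1.44 to 1.68) in the last part. Ordering by the first principal component moved the value of the first part most, to 1.80. From the first to the last part mean CPM of Ogn rose from 65.3 to 257 in WT and 72.5 to 1018 in Mkx-/- cells. That of Mgp rose from 198.3 to 2411 and from 281 to 4684. In WT cells Comp was at 7.88, 184.4 and 102.6 CPM in the first, middle and last part, so it fell after the middle part. In Mkx-/- cells it was at 16.9, 222.7 and 378 CPM. The middle part held 7 TC-like Mkx-/- cells (9.33%) and 0 TC-like WT cells. Spp1 there was at 0.164 CPM in WT and 47.9 CPM in Mkx-/- cells, with a read in 1.32% and 25.3% of the cells. Cells of the same part need not be at the same stage in both genotypes, since each was ordered on its own.

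Whether angiogenic genes were higher in Mkx-/- cells was asked next. Hif1a rose from 179.2 to 229 CPM, a log2 ratio of 0.36 (0.28 to 0.43), and Thbs1 rose from 70.1 to 129.4 CPM, a log2 ratio of 0.88 (0.77 to 0.998). Vegfa was at 79.6 CPM in WT and 67.3 CPM in Mkx-/- cells, a log2 ratio of -0.24 (-0.37 to -0.12). The Vegfa ratio was 0.032 among cells with at least 2500 genes and -0.45 with each cell weighted equally. Flt1 had only 73 reads in WT and 35 in Mkx-/- cells, a log2 ratio of -1.11 (-1.74 to -0.51). One cell held 50.7% of the Flt1 reads of WT and another held 54.3% of those of Mkx-/-, and the ratio was -0.13 (-0.84 to 0.58) without the former cell, -1.25 without both and 0.032 with each cell weighted equally. The median of the 4 genes was 0.06 (-0.02 to 0.13), at percentile 51.8 of matched lists. The mean of per-cell CPM moved it most, to 0.18. The study itself described only Hif1a, in TCs, and Thbs1, in TPCs and TCs, as high in Mkx-/- cells. It called Vegfa and Flt1 comparable. Its case for angiogenesis also used Gene Ontology terms of genes raised in each cluster and CD31 staining, which were not examined here. The median of all 4 genes therefore does not test that case. By cluster, Hif1a was at 0.58 (0.47 to 0.69) in TC-like cells, 0.60 (0.40 to 0.79) in cluster 3 and -0.08 (-0.21 to 0.05) in TPC-like cells. Thbs1 was at 1.26 (1.11 to 1.42) in TC-like cells, 0.56 (0.35 to 0.78) in TPC-like cells and -0.37 (-0.70 to -0.04) in cluster 3, where its sign changed with the clustering. Vegfa was at -0.22 (-0.40 to -0.04) in TPC-like cells, -0.47 (-0.75 to -0.20) in cluster 3 and -0.013 (-0.25 to 0.22) in TC-like cells. Random lists matched to the angiogenic genes had a median of 0.20 in TC-like cells, so ratios there sit on a raised baseline. Flt1 was at -2.34 in TPC-like cells from 31 and 6 reads, 2.32 in cluster 3 from 4 and 20 reads, and -2.21 in TC-like cells from 38 and 9 reads. The sign of Flt1 in each cluster, and that of Vegfa in TPC-like cells, changed under at least 1 other clustering.

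The genes that the study named as raised in bulk tendon of Mkx-/- mice did not move together in these cells. Their median log2 ratio was -0.07 (-0.11 to -0.02), at percentile 19.4, with 4 genes higher and 4 lower. Equal weight for each cluster moved it most, to -0.13. Mmp2 rose from 412 to 809 CPM (log2 ratio 0.97, 0.93 to 1.02), and Postn from 124.1 to 147.2 CPM (0.25, 0.15 to 0.34). Ctgf differed by 0.029 (-0.0037 to 0.062) over all cells and by -1.13 (-1.24 to -1.02) in cluster 3. Sox9 fell from 130 to 87.4 CPM (-0.57, -0.68 to -0.46) and Runx1 from 172.9 to 153.7 CPM (-0.17, -0.25 to -0.09). With equal cell weights the Runx1 ratio was -0.057, and the share of cells with a Runx1 read was higher in Mkx-/- cells, at 73.7% against 62.1%. Runx2 had 18 reads in WT and 6 in Mkx-/- cells. Pecam1 had 82 and 25, a log2 ratio of -1.77 (-2.48 to -1.11), and 51.2% of its WT reads came from a single well that also held markers of endothelial and mural cells. Without that well the Pecam1 ratio was -0.77 (-1.55 to -0.011), and without the leading cell of each genotype it was -1.15. With equal cell weights it was -0.28, and a read was found in 4.41% of WT and 7.14% of Mkx-/- cells. By cluster the medians of this list were 0.24, -0.34 and -0.26 in TPC-like, cluster 3 and TC-like cells. The bulk libraries were not analysed here.

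**Figure D2:**
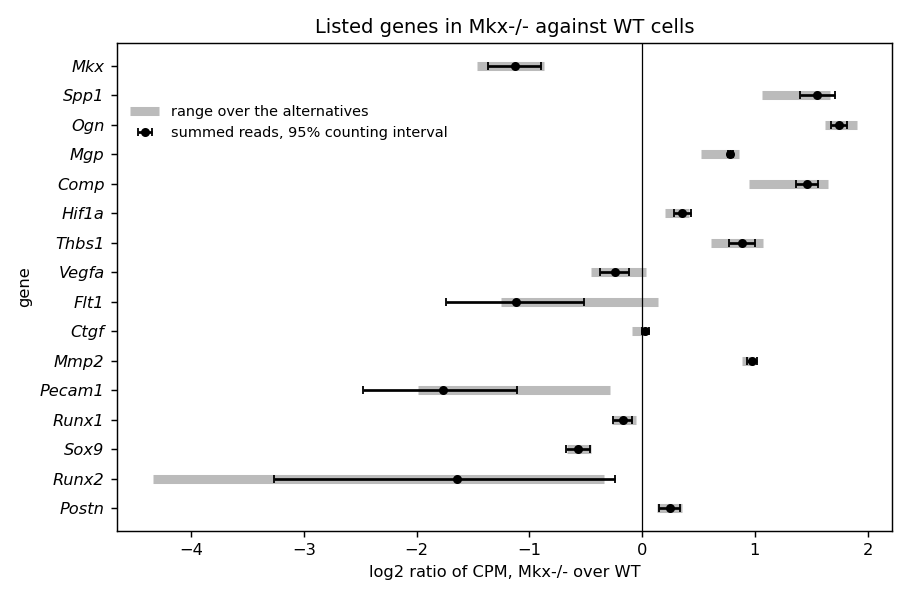
Log2 ratio of CPM in Mkx-/- over WT cells for Mkx and each listed gene, with points and black bars for the summed reads and their exact 95% counting intervals and grey bars for the range over the other ways of processing. The osteochondrogenic genes lie between 0.78 and 1.74, while Vegfa, Flt1 and Ctgf have grey bars that cross 0.

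Among all genes, 1699 met the size and sign rule, 1144 of them higher and 555 lower in Mkx-/- cells. The rule set no fold limit and needed the same sign in every cluster. Random lists matched to the ossification genes had a median log2 ratio of 0.19 in TC-like cells. It was -0.020 in TPC-like cells and -0.019 in cluster 3. That offset favours genes counted as higher, so the excess of higher genes depends on the scaling. The 5 highest log2 ratios belonged to Rps15a-ps8 (5.46, 3.88 to 7.75), Acp5 (4.43, 4.10 to 4.77), Epyc (2.88, 2.66 to 3.11), Matn3 (2.88, 2.53 to 3.24) and Gm10036 (2.83, 2.72 to 2.95). Acp5, which encodes an acid phosphatase, had 79 reads in WT and 1767 in Mkx-/- cells, 5.80 and 124.9 CPM, and 1 cell held 29.5% of the latter. Epyc was at 13.6 and 100.2 CPM and Matn3 at 5.65 and 41.6 CPM. With each cell weighted equally the Epyc ratio was 1.83. One cell held 54.5% of the WT Matn3 reads, and without the leading cells the Matn3 ratio was 3.85. Rps15a-ps8 had only 3 reads in WT and was at 9.69 CPM in Mkx-/- cells. The 5 lowest ratios belonged to Gm14567 (-3.97, -4.52 to -3.46), Lamtor3 (-3.86, -4.09 to -3.63), Arl4d (-2.39, -2.68 to -2.10), Cyp1b1 (-2.02, -2.17 to -1.87) and Gngt2 (-1.98, -2.33 to -1.65). Cyp1b1 had 1703 reads in WT and 436 in Mkx-/- cells.

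Rps15a-ps8, Gm10036, Gm14567 and Lamtor3 are uncertain, because reads of each can match near-identical sequence elsewhere. Gm10036, on chromosome 18 at 15991296 to 15991878, is a copy of the ribosomal protein gene Rpl11 and has 8 other copies in the genome at up to 99.1% identity. Gm14567, on chromosome X at 36322994 to 36323170, has 10 at up to 99.4%. The Lamtor3 transcript, from chromosome 3 at 137581490 to 137591729, has 1 full-length copy on chromosome 7 at 112097690 to 112098978, which is 98.7% identical over 1292 bp. Rps15a-ps8 is not placed by the annotation used here. For Acp5, Epyc, Matn3, Arl4d, Cyp1b1 and Gngt2 the same search found 0 such copies.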

Values the study reported

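The study reported that 486 single cells were captured and that 466 passed its quality control, with 20 cells left out of the integrated analysis because they were poorly described by the shared structure. It reported 126, 25 and 76 marker genes for its 3 clusters of tendon cells. In its bulk tendon libraries it reported 393 genes higher and 283 genes lower in Mkx-/- than in WT tendon.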

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

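For 4 of the 15 listed genes the Mkx-/- cells differed from WT cells in opposite directions in TPC-like and in TC-like cells, each beyond its counting interval. The difference between the clusters was itself not tested, since each genotype was 1 sample. The choice to look at these 4 genes followed from their values, and clustering by genes that do not differ and leaving out leading cells were set as tests before their outcome was seen. Such opposite movement was common: 2126 of 10963 genes (19.4%) showed it by the same measure, so 4 of 15 is not far from what any set of genes gives here.

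The log2 ratio of Ctgf was 0.52 in TPC-like and -0.18 in TC-like cells, while it was -1.13 (-1.24 to -1.02) in cluster 3 and 0.03 over all cells. If the placing of cells by genes that differ between genotypes had made the pattern, it should vanish when those genes are left out of the clustering. It did not, with a TC-like minus TPC-like difference of -0.70. However, the genes left out were the listed ones and those over 2-fold different in the sum of all cells. Genes that move in opposite directions in the clusters can cancel in that sum and stay in. Also, 95.6% of the cells kept their cluster, so this test could not exclude the placing of cells. Leaving out the cell with most reads in each genotype and cluster gave -0.66, which argues against single cells as the source. Depth per cell and a biological difference between the clusters also stay open, and neither was tested.

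The log2 ratio of Postn was -0.29 in TPC-like and 1.88 in TC-like cells. Clustering without the differing genes gave a difference of 2.25, and leaving out the leading cells gave 2.23. The value without the leading cells argues against single cells as the source. The placing of cells is not excluded, for the reason given for Ctgf. The level of Postn in WT cells was 255 CPM in TPC-like and 28.02 CPM in TC-like cells. In Mkx-/- cells it was 209.2 and 103.3 CPM, so the clusters lay closer there. One hypothesis is that Mkx-/- TC-like cells keep part of a progenitor profile, which may be biological, but the same data raised it and a difference of 2.25 from counts of 1 sample per genotype cannot separate it from a difference between animals.

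The log2 ratio of Runx1 was 0.24 in TPC-like and -0.34 in TC-like cells. The difference was -0.46 without the differing genes in the clustering and -0.42 without the leading cells. In both settings the TPC-like ratio no longer lay beyond its counting interval, so for Runx1 a chance of counting, the placing of cells and single cells cannot be told apart from a real difference.

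The log2 ratio of Pecam1 was 2.49 in TPC-like cells, from 2 and 11 reads, and -2.86 in TC-like cells, from 73 and 11 reads. The difference was -4.22 when the cells were clustered without the differing genes, with both ratios beyond their intervals. Without the leading cells it was -5.65, but the TPC-like interval then reached below 0, so an effect of single cells cannot be told apart from a difference in TPC-like cells with this few reads. In WT most Pecam1 reads came from 1 well with markers of endothelial and mural cells, which is weighed among the other observations.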

How the results depend on the processing

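The settings of at least 2500 genes per cell, under 5000 genes per cell, library sizes without Col1a2, Col1a1 and Sparc, sums without the deepest WT well, and single genes under most settings and each clustering were chosen after the result was seen. Of the values that answer a comparison, 78.6% of the recomputed values stayed within the counting interval of the reported one, the other 25 moved beyond it and 0 changed sign beyond it. Of the recomputed values of single genes, 519 (77.6%) stayed, 19.3% moved and 21 changed sign from a value whose interval excluded 0. TMM and DESeq2 scaling and library sizes without ribosomal protein genes moved no comparison beyond its interval, and the differences in cluster share stayed within their intervals under every clustering tried. The setting of at least 1000 genes per cell is void, since it removes no cell, and was not counted. Except where stated, the cause was not tested.

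Weighting each cell equally gave medians of 1.34 for the osteochondrogenic, 0.18 for the angiogenic and -0.017 for the bulk-named genes. Thinning to 28000 reads per cell gave -1.46 for Mkx, 1.29 for the osteochondrogenic, 0.17 for the angiogenic and 0.13 for the osteoblast development genes. Equal weight per cluster gave 1.29 for the osteochondrogenic and -0.13 for the bulk-named genes. Cells with at least 2500 genes gave -0.87 for Mkx, 0.18 for the angiogenic and -0.13 for the bulk-named genes, and cells with under 5000 genes gave 1.23 for the osteochondrogenic and 0.76 for the osteoblast development genes. Library sizes without Col1a2, Col1a1 and Sparc gave -0.13 for the bulk-named and 0.063 for the ossification genes, by construction a shift of every ratio, since these genes hold a smaller share in Mkx-/- cells. Without the cell with most reads of each gene, ossification was at 0.086. With no read minimum and a pseudocount of 1 CPM the osteoblast development, ossification and bone mineralization lists were at 0.11, 0 and 0. By construction many genes without reads then enter at 0.

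For the ordering of cells, the first principal component gave 1.80 in the first and 0.43 in the middle part, and ordering both genotypes together gave 0.88 in the middle part. Means of log2(CPM + 1) gave 1.58 in the middle and 2.70 in the last part, which is a difference of means on another scale. The osteochondrogenic median stayed above 0 in all 3 parts under all these orderings, but single genes did not. Comp was at -0.24 in the first part with fewer variable genes, Ogn at -0.10 there with more variable genes, and Mgp at -0.23 and Comp at -0.012 in the middle part by the first principal component.

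Signs of single genes changed as follows. Ctgf, whose counting interval includes 0, was at -0.0040 after thinning, -0.089 with equal weight per cluster, -0.027 in cells with under 5000 genes and -0.030 with library sizes without Col1a2, Col1a1 and Sparc. Vegfa was at 0.032 in cells with at least 2500 genes. Flt1 was at 0.032 with equal cell weights and 0.14 after thinning, and its reads are few and concentrated in single cells. Under the clustering without differing and listed genes, Mgp was at 0.38 and Flt1 at -0.98 in cluster 3, Comp at -0.088 and Mmp2 at -0.0096 in TPC-like cells, and Flt1 at 2.64 in TC-like cells. Clustering thinned cells gave 0.23 for Mgp, 0.12 for Thbs1 and -4.06 for Flt1 in cluster 3, 0.085 for Vegfa and 0.75 for Flt1 in TPC-like cells, and 2.96 for Flt1 in TC-like cells. The clustering in scanpy gave 0.75 for Mgp, 0.45 for Thbs1 and -0.52 for Flt1 in cluster 3. With 10 dimensions Thbs1 was at 0.14 in cluster 3, and without alignment Postn was at -0.12 there. Clustering cells with under 5000 genes gave -0.025 for Postn in cluster 3 and 2.03 for Flt1 in TC-like cells.

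No paired analysis was possible because the cells carry no pairing between genotypes and their numbers only follow the order of the series. Depth limits what can be said of Flt1, Pecam1 and Runx2, with 73, 82 and 18 reads in WT cells.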

Other observations

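The tests of WT cells among the Mkx-/- cells, evenly carried RNA, the Rpl11, Rps15a and Lamtor3 families, flanking DNA, a well with more than 1 cell, osteoclasts and a library size without Col1a2, Col1a1 and Sparc were chosen after the result was seen. The other tests were set first.

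Mkx reads remained in the cells labelled Mkx-/-, at 45.8% of the WT level. If WT cells among them were the whole source, no gene could lie below that share of its WT level. Beyond counting error 253 genes did, and 13 of these had a read in at least 20% of WT cells, which argues against it. RNA carried evenly between wells would give the same level in each cluster, but Mkx was at 29.999 CPM in TC-like cells against 0.798 and 2.77 CPM in the TPC-like cluster and cluster 3, the order seen in WT. A targeted allele that is still transcribed is a candidate explanation that the tests left open, since the higher level in TC-like cells follows the normal pattern of the gene, and the design of the allele was not examined here.

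The higher osteochondrogenic genes were weighed against 3 technical explanations. The median log2 ratio was 1.45 with Col1a2, Col1a1 and Sparc left out of the library size, 1.29 with equal weight for each cluster and 1.29 with every cell thinned to 28000 reads. A few abundant genes, another mix of clusters and a difference in depth are therefore each too small to account for the rise of this list. A difference between animals or chips stays open, because neither is named, and so does the effect of Mkx loss itself.

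A rise of Gm10036, at 2.83, may be an assignment of reads among copies of Rpl11 and not a change in expression. The reads of Rpl11 and all of its genomic copies together changed by 0.11 on the log2 scale, against 0.41 had Gm10036 alone changed. Gm10036 held 5.37% of them in WT (4.99 to 5.77) and 35.4% in Mkx-/- cells (34.6 to 36.2), while Gm10288 held most of the rest. Rps15a-ps8 rose by 5.46 while the Rps15a family changed by -0.26, but Rps15a-ps8 alone would have moved that sum by only 0.010, so read assignment and a real rise cannot be told apart there. A sequence variant in a copy that differs between the mice of the 2 genotypes could move reads to Gm10036, and it lies on the chromosome of Mkx, but reads were not examined here. For Lamtor3 the family sum changed by -3.63. The copy on chromosome 7 is annotated over 375 bp, as Gm5900, in the annotation used here. The annotation used for counting is not known, so it is open whether reads on the other 914 bp entered the table. Gm5900 itself fell from 53 to 34 reads, which goes against a shift of reads to the whole copy. A shift to the part outside Gm5900 and a real loss of Lamtor3 RNA cannot be told apart.

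Many ribosomal protein reads lay on pseudogenes. In 55 ribosomal protein families the parent genes kept 21.2% of the reads, and in 40 of them pseudogenes held over 50% of the reads. A candidate explanation is an aligner that does not split reads over introns, because a read over a splice junction then matches only the unspliced copy. Over families of all kinds, parents with a longer last exon kept a median of 97.4% and those with a shorter one 66.6%, a difference of 30.8 points (4.33 to 53.9). Spearman's rho was 0.42 across families, which are not independent replicates. Most ribosomal protein families lay in the group with shorter last exons, so this split does not separate exon length from kind of family. Ribosomal parents with long last exons went both ways: Rps15a, at 4816 bp, kept 0.981% and Rpl22, at 1792 bp, kept 85.8%. The comparison therefore does not decide on this explanation. In the 40 families the level of the parent gene alone need not measure its expression. Other parents, such as Rpl26 and Rpl29, kept 99.87% and 99.79% of the reads counted in their family. Rplp0, Rplp1 and Rpsa were not among the 55 families. Only copies named after their parent were counted, so families such as Rpl11, with copies named Gm10036 and Gm10288, were missed.

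The 4 genes Gm29216, Gm28437, Gm28661 and Gm10925 held 2.36% of all reads in WT and 1.94% in Mkx-/- cells and were read in every cell, while all mitochondrial genes stood at 0. Gm10925 lies in a stretch of chromosome 1, at 24618374 to 24623027, that is 99.936% identical to mitochondrial DNA over 4654 bp. These values are consistent with mitochondrial reads counted on nuclear copies. The other genes are not placed by the annotation used here. A share of mitochondrial reads per cell, a common measure of damaged cells, cannot be read from this table.

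Genes within 10 Mb of Mkx were examined because a targeted allele can carry flanking DNA of another strain. The median absolute log2 ratio of 46 genes there was 0.35, at percentile 73.72 of matched random lists, and 17.4% of them changed 2-fold or more against 13.1% of all annotated genes. The region does not stand apart as a whole. An effect on a few genes, Gm10036 among them, cannot be told apart from chance with these values.

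The deepest WT well, with 335813 reads and 9924 detected genes, held 4 of 5 endothelial and 4 of 5 mural cell markers. It held 3 or more markers of both of these 2 lists, and 0 other cells did. It held 93.7% of the WT reads of Cdh5, 93.7% of Kdr, 93.4% of Rgs5 and 51.2% of Pecam1. These values are consistent with a well holding more than 1 cell. It also held 50.7% of the WT reads of Flt1. Without this well alone the log2 ratio of Flt1 was -0.13 (-0.84 to 0.58). One Mkx-/- cell held 54.3% of the Flt1 reads of that genotype, and without the leading cell of each genotype the ratio was -1.25. Whether the lower Flt1 sum in Mkx-/- cells rests on this well cannot be decided from so few reads. The log2 ratio of Pecam1 was -0.77 (-1.55 to -0.011) without this well and -1.15 without the leading cell of each genotype. Both are smaller falls than the -1.77 over all cells.

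Acp5, used as a marker of osteoclasts, rose in Mkx-/- cells. The test first set was the median log2 ratio of other osteoclast genes, Ctsk, Mmp9, Ocstamp, Dcstamp, Atp6v0d2, Calcr and Oscar. It was 0.29 over the 4 with enough reads, which moved both ways (Ctsk 0.48, Ocstamp 0.10, Atp6v0d2 3.24 and Calcr -1.47) and decided nothing. The tendon cells themselves express Ctsk, with a read in 95.2% of WT cells. A second test was then chosen: 0 of the 79 Mkx-/- cells with an Acp5 read held 3 or more of the other osteoclast genes. Only 2 of these genes, Ctsk and Atp6v0d2, were read in at least 5% of Mkx-/- cells, so that test could hardly have come out otherwise and decided nothing either. Of the Acp5 reads in Mkx-/- cells, 77.3% lay in TC-like cells, and 100% of TC-like cells held reads of the tenocyte markers Tnmd and Fmod. These values argue against wells holding only an osteoclast as the source of the TC-like Acp5 reads. The rise of Atp6v0d2 goes the other way, and wells with an osteoclast beside a tendon cell are not excluded. For the Acp5 reads of the other clusters, osteoclasts and a rise in tendon cells cannot be told apart with so few osteoclast reads. That TC-like cells raise Acp5 when Mkx is lost is a hypothesis that was not tested.

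Lists of other cell types gave few cells. At least 3 immune markers were found in 5 WT and 3 Mkx-/- cells, 3 endothelial markers in 1 and 1, 3 mural markers in 1 and 0, and 3 cycling markers in 3 and 3. Only 2, 1, 2, 2 and 1 genes of the red blood cell, epidermal, chondrocyte, osteoblast and skeletal muscle lists had any read in Mkx-/- cells, so no count of cells with 3 markers can compare the genotypes for these lists. Of the chondrocyte genes, Acan was read in 9.69% of WT and 18.3% of Mkx-/- cells, with a log2 ratio of 1.19, while Col2a1 changed by -0.46. Of the osteoblast genes, Bglap was at 12.5 CPM in WT and 11.4 CPM in Mkx-/- cells, while Ibsp and Sp7 had 0 reads in either. Genes raised by dissociation of tissue had a median log2 ratio of -0.16.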
